A study of Mus musculus with 28 samples.

How the data were processed

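Histone modifications were mapped in mouse lung tumours by chromatin immunoprecipitation followed by sequencing (ChIP-seq), in which an antibody enriches the DNA bound to histones that carry one modification. Per the labels, the tumours were induced by Ad-CMV-Cre treatment, which delivers Cre recombinase, in mice with a Cre-activated mutant K-Ras allele, with or without floxed alleles of the histone methyltransferase gene Mll4. Per the labels' protocols, 3 mg of tumour tissue per antibody was fixed in 1% paraformaldehyde for 10 min at 37 °C and sonicated to fragments of 250 to 500 bp. The series has 28 samples, made up of 6 marks (H3K4me1, H3K4me3, H3K27ac, H3K79me2, H3K27me3 and H3K9me3) with 4 libraries each and 4 input samples without antibody. The 24 antibody libraries had a peak list each, and the input samples were not analysed here.

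Each deposited file is a list of peaks with a chromosome, a start, an end, a name and a score. The peak names in the deposited files carry the name of the MACS peak caller. Each library had its own list, and whether an input sample served as control in peak calling is not stated in the labels. The caller's version, its settings, the aligner and the genome build are not stated in the labels or in the files. The score in the deposited files is the authors' own value for each peak. Its smallest value over all libraries was 50, and the smallest score of every library was between 50 and 50.04. A floor of this kind arises if the score is the negative base-10 logarithm of a p-value multiplied by 10 and peaks are kept at p-values up to 1e-05, and the score was read in that way. A score of this kind grows with sequencing depth and was used only to rank or filter peaks. The peak lists hold no read counts, so the depth of each library is unknown and no counting interval was given. A library sequenced more deeply can yield more peaks at the same enrichment, and differences in peak number between marks include any difference in depth.

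Libraries were grouped by the mark in their titles, and replicate numbers were taken from the titles. The labels name 2 tumour types for the series but do not say which library came from which type, so no comparison between tumour types was made and the 4 libraries of a mark were treated as replicates of that mark. The spread between them can therefore include a difference between tumour types.

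The genome build was examined through the ends of the chromosomes. Peaks on chromosome 7 reached position 152519141, while the last gene of that chromosome in the GRCm38 gene table ends at 145324059, and peaks passed the last gene on 10 chromosomes. The gene table was therefore not used, and peaks were not annotated with genes. The planned shares of peaks at promoters and in gene bodies (4 of the planned tests) and a planned panel of genes were not computed. Positions are given as in the deposited files, counted from 1, with the build unstated.

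Per library, the number of peaks, the bases covered by at least 1 peak and the median peak width were computed. For each comparison between marks, log2 values of 4 libraries were set against those of 4 others in an exact two-sided permutation test over the 70 splits, whose smallest possible p is 0.0286, and p-values were adjusted by the Benjamini-Hochberg method over the 8 tests run of the 12 planned. Co-occurrence of marks was measured within a replicate number as the number of query peaks that shared at least 1 bp with a peak of another mark, divided by the mean of that number over 100 random placements of the query peaks on their own chromosomes between the first and the last base covered by any peak. Random placement ignores gaps, mappability and gene density, so a ratio above 1 can partly reflect the shared avoidance of unmappable sequence. The log2 ratios with the marks compared were tested by an exact two-sided sign-flip test on 4 differences, with 16 sign patterns and a smallest possible p of 0.125, so that it could not pass 0.05. These 4 comparisons were not adjusted. Similarity of peak sets was measured by the Jaccard index, the bases shared by both sets divided by the bases in either, and compared between same-mark and different-mark pairs of libraries with different replicate numbers by permuting marks within replicate numbers 100000 times. For each mark, the 2 longest regions covered in all 4 libraries, with gaps of up to 1000 bp closed, were named by a rule fixed before the data were examined.

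The alternatives fixed at the same time were peaks at or above the median score over all libraries (92.2), the 5224 best-scored peaks of every library, merging of peaks closer than 1 kb, autosomes alone, mean in place of median width, a minimum overlap of 50% of the query peak, percentages in place of ratios to random placement, the overlap coefficient in place of the Jaccard index, the replicate number as a block, and leaving out each replicate number in turn. The placement and overlap steps were tested on simulated data. The 61536 peaks of H3K27ac replicate 1, placed at random against H3K4me1 replicate 1, gave a ratio of 1.06 to random placement, and a planted overlap of 39.81% was recovered as 39.83%. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.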

Results

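The series profiled 6 histone marks in lung tumours of mice with or without floxed Mll4 alleles. H3K4me1, H3K4me3 and H3K27ac are commonly found at active enhancers and promoters, H3K79me2 along transcribed genes, and H3K27me3 and H3K9me3 in repressed chromatin. Each mark was profiled in 4 libraries, and the 24 peak lists held 950445 peaks in total. A library held between 5224 and 96068 peaks. Sequencing depth was unknown for all libraries. The tumour type of each library was not given by the labels, so all comparisons are between marks.

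H3K4me1 gave 80088 ± 21295 peaks per library (mean ± SD, n = 4), with 49595, 81432, 96068 and 93258 peaks in replicates 1 to 4. H3K27ac followed with 56213 ± 18487 peaks (SD, n = 4). H3K79me2 and H3K27me3 gave 37885 ± 11521 and 37418 ± 12207 peaks (SD, n = 4), a difference smaller than the spread between their replicates. H3K4me3 had 17932 ± 8497 peaks (SD, n = 4), and H3K9me3 had 8076 ± 2515 (SD, n = 4).

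**Figure D1:**
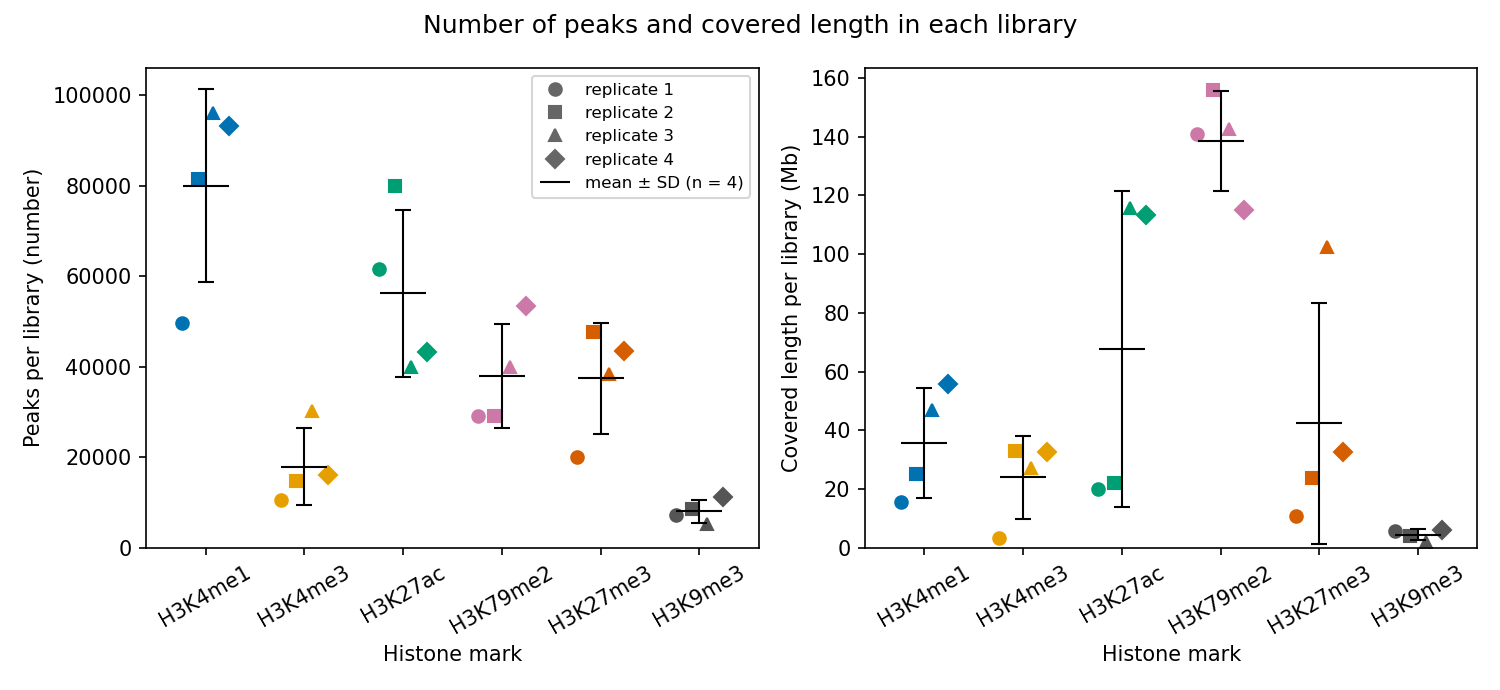
Number of peaks (left) and covered length in Mb (right) of each library, by histone mark; symbols mark replicate numbers, and black lines show the mean ± SD of 4 libraries. H3K4me1 libraries held 49595 to 96068 peaks and H3K9me3 libraries 5224 to 11244, while covered length was greatest for H3K79me2, at 138.6 Mb on average.

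The first comparisons asked whether marks differed in the number of called peaks. H3K4me1 had 4.66-fold more peaks than H3K4me3 (log2 difference 2.22), and all 16 pairs of libraries went the same way. The exact permutation p was 0.0286, the smallest that 4 libraries against 4 can give, and 0.114 after adjustment over 8 tests. The difference did not pass an adjusted threshold of 0.05, which no comparison can pass unless most of the 8 reach this smallest p. The alternative that moved it most was the use of peaks at or above the median score, where the log2 difference was 1.46. H3K27me3 had 4.57-fold more peaks than H3K9me3 (log2 difference 2.19), again in 16 of 16 pairs, with an exact permutation p of 0.0286 and an adjusted p of 0.114. H3K27ac had fewer peaks than H3K4me1 (log2 difference -0.52), in 14 of 16 pairs, and the exact permutation p was 0.171 (adjusted 0.343). With peaks at or above the median score this log2 difference was -0.12 (exact permutation p 0.771, adjusted 0.882).

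The covered length was largest for H3K79me2, at 138.6 ± 17.1 Mb (SD, n = 4). It was 67.7 ± 53.9 Mb for H3K27ac, 42.4 ± 41.0 Mb for H3K27me3, 35.7 ± 18.6 Mb for H3K4me1, 23.9 ± 14.1 Mb for H3K4me3 and 4.45 ± 1.81 Mb for H3K9me3 (SD, n = 4 each). The spread of H3K27ac and H3K27me3 was nearly as large as their means. The H3K27ac libraries covered 20.0, 22.1, 115.6 and 113.3 Mb in replicates 1 to 4. The H3K27me3 libraries covered 10.8, 23.7, 102.5 and 32.5 Mb, and without replicate 3 their mean was 22.3 Mb. H3K4me1 covered more than H3K4me3 by 0.86 on the log2 scale (exact permutation p 0.514, adjusted 0.620), and the value fell to 0.0443 without the H3K4me3 replicate 1 library, which covered 3.18 Mb. H3K27me3 covered less than H3K27ac (log2 difference -0.69, exact permutation p 0.543, adjusted 0.620), and the difference was -0.86 without replicate 3. Neither difference was larger than the spread between replicates.

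The median peak width was 2035 ± 789 bp for H3K79me2, 1128 ± 914 bp for H3K4me3, 1051 ± 964 bp for H3K27ac, 673 ± 545 bp for H3K27me3, 362 ± 128 bp for H3K9me3 and 315 ± 89.6 bp for H3K4me1 (SD over 4 libraries each). Libraries of one mark differed widely: the H3K27ac medians were 233, 216, 2051 and 1702 bp in replicates 1 to 4, and those of H3K4me3 were 263, 2033, 423 and 1794 bp. H3K4me3 peaks were wider than H3K4me1 peaks in 13 of 16 pairs of libraries (log2 difference 1.39, exact permutation p 0.143, adjusted 0.343). The value that differed most from it was 0.47, found among the 5224 best-scored peaks of each library. H3K79me2 peaks were wider than H3K27ac peaks in 12 of 16 pairs (log2 difference 1.56, exact permutation p 0.229, adjusted 0.366). H3K27me3 and H3K27ac differed in width by less than the spread between replicates (log2 difference -0.23, exact permutation p 0.943, adjusted 0.943), and without replicate 4 the sign was the other way, at 0.33. None of the 8 comparisons between marks passed the adjusted threshold of 0.05, and 2 had an unadjusted p under 0.05. These 2 were at the smallest possible p. With only 2 of 8 at that p, they could not have passed at any size of difference.

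The smallest peak width of a list ranged from 51 to 568 bp over the 24 libraries. In 17 libraries the smallest peak was shorter than 250 bp, the lower end of the fragment lengths given in the labels.

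**Figure D2:**
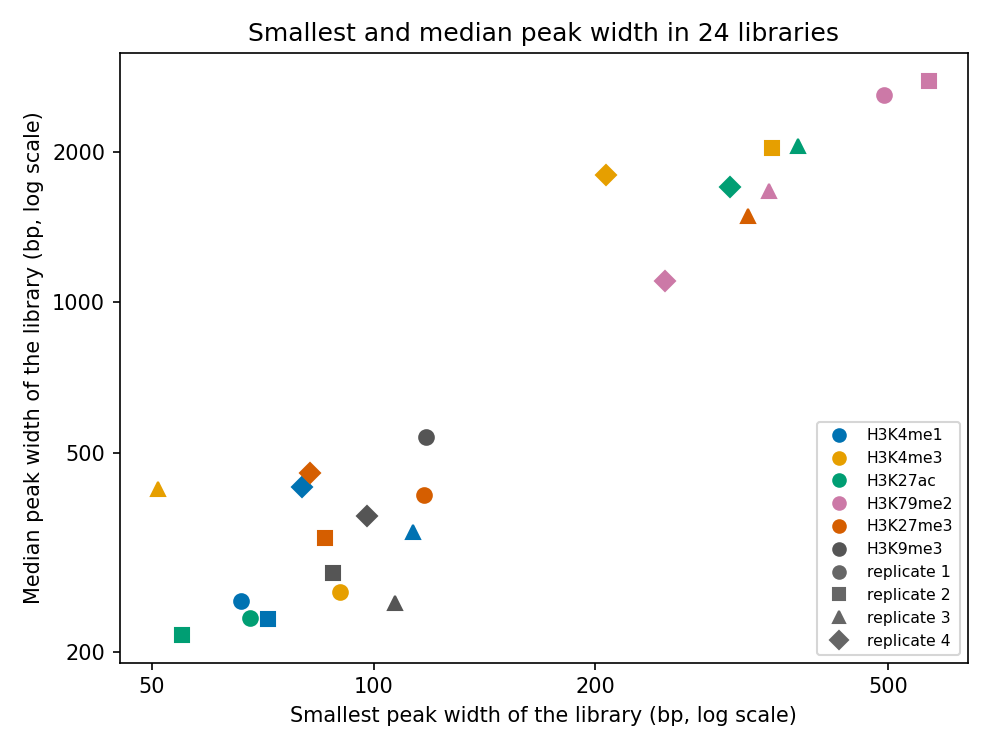
Smallest against median peak width of each of the 24 libraries, both in bp on log scales; colours mark histone marks and symbols mark replicate numbers. In 15 libraries the smallest peak was 51 to 118 bp, and in 9 libraries it was 207 to 568 bp, and the median width ranged from 216 to 2773 bp.

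The peak sets were then compared with each other, to ask whether libraries of a mark resembled each other more than libraries of different marks. The mean Jaccard index was 0.319 over 36 pairs of libraries of the same mark and 0.0461 over 180 pairs of different marks with different replicate numbers. The difference of 0.273 had a two-sided permutation p of 1e-05, the smallest that 100000 permutations can give. It was 0.243 when every library was reduced to its 5224 best-scored peaks and 0.492 with the overlap coefficient, the alternative that moved it most. The mean index over the 6 pairs of a mark was highest for H3K79me2, at 0.613, and lowest for H3K27ac, at 0.199. The highest single indices, 0.684 to 0.703, were those between H3K4me3 replicates 2, 3 and 4.

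**Figure D3:**
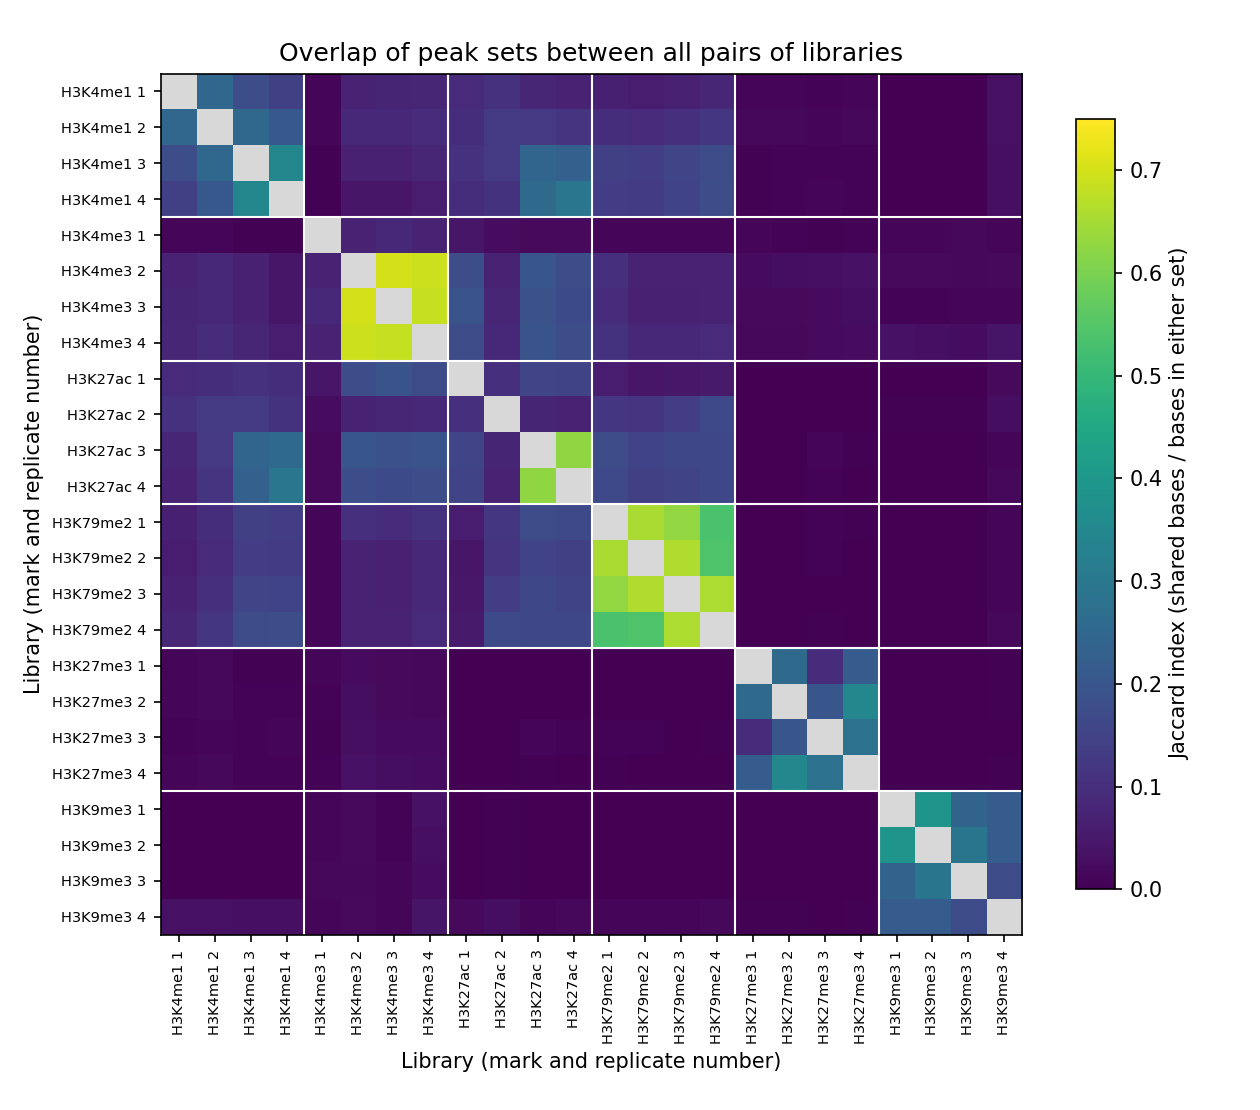
Jaccard index of every pair of the 24 peak sets, with libraries ordered by mark and replicate number; colour gives the index from 0 to 0.75, and the diagonal is left grey. The 6 H3K79me2 pairs had indices between 0.535 and 0.660, while H3K4me3 replicate 1 reached at most 0.0838 with another H3K4me3 library.

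For 22 of 24 libraries, the library with the highest Jaccard index was of the same mark. The exceptions were both H3K27ac libraries. H3K27ac replicate 1 was closest to H3K4me3 replicate 3 (0.195, against 0.158 with its closest H3K27ac library), and H3K27ac replicate 2 was closest to H3K79me2 replicate 4 (0.167, against 0.102). Of the H3K27ac replicate 2 peaks, 82.7% overlapped H3K79me2 peaks of the same replicate number. H3K4me3 replicate 1 was closest to its own mark but with an index of only 0.0838, while the other 3 H3K4me3 libraries had indices of 0.684 to 0.703 with each other.

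Of the bases covered in any library of a mark, 39.1% were covered in all 4 for H3K79me2, which was 77.5 Mb. This share was 15.7% among the 5224 best-scored peaks of each library. The share was 9.04% for H3K9me3, 5.69% for H3K4me1, 5.59% for H3K4me3, 5.53% for H3K27me3 and 2.41% for H3K27ac. The H3K4me3 share rested on replicate 1: over the other 3 libraries, 57.9% of the covered bases were shared. The H3K27ac share was 12.4% without replicate 2 and the H3K4me1 share 12.5% without replicate 1. Without replicate 3, 14.1% of the H3K27me3 bases were shared, and without replicate 4, 16.9% of the H3K9me3 bases. The next highest shares were 13.0% for H3K27me3 without replicate 1 and 14.9% for H3K9me3 without replicate 3. They were 9.98% for H3K4me1 without replicate 4 and 5.58% for H3K27ac without replicate 1. The H3K27me3 and H3K9me3 shares thus did not rest on 1 library. Of the H3K9me3 replicate 4 peaks, 40.0% overlapped H3K4me1 peaks of the same replicate number.

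Co-occurrence of marks was compared within replicate numbers. H3K27ac peaks overlapped H3K4me1 peaks in 43.5% ± 20.3 of cases and H3K27me3 peaks in 1.04% ± 1.59 (SD, n = 4). Relative to random placement the overlap was 12.3-fold with H3K4me1 and 0.157-fold with H3K27me3 (geometric means). The log2 ratio between both was 6.30 ± 1.85 (SD, n = 4), positive in 4 of 4 replicates, with an exact sign-flip p of 0.125, the smallest this design allows. It moved most without the H3K27ac replicate 2 library, to 5.58, and was 6.98 with peaks at or above the median score.

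H3K4me1 peaks overlapped H3K27ac peaks in 45.7% ± 20.9 of cases and H3K27me3 peaks in 2.30% ± 0.594 (SD, n = 4). The overlap with H3K27me3 was 1.19-fold that of random placement, from 0.528 to 3.29 over the libraries, and that with H3K27ac was 13.8-fold. The log2 ratio was 3.54 ± 0.89 (exact sign-flip p 0.125, n = 4), positive in 4 of 4 replicates, and 4.77 with the 5224 best-scored peaks of each library. H3K4me3 peaks overlapped H3K27ac in 54.8% ± 19.3 of cases and H3K27me3 in 9.73% ± 4.54 (SD, n = 4), which were 13.2-fold and 3.66-fold the random overlap. The log2 ratio was 1.85 ± 0.14 (exact sign-flip p 0.125, n = 4), again positive in 4 of 4. With the 5224 best-scored peaks it was 3.83, so the choice of peaks moved it by far more than the spread between replicates.

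H3K27me3 peaks overlapped H3K4me3 in 4.78% ± 1.78 of cases and H3K9me3 in 0.565% ± 0.139 (SD, n = 4). The log2 ratio of the overlaps relative to random placement was 1.29 ± 0.57 (exact sign-flip p 0.125, n = 4) and positive in 4 of 4 replicates. With the 5224 best-scored peaks of each library the ratio changed sign, to -0.22 (exact sign-flip p 0.875), so its direction depended on the peaks included. H3K79me2 peaks overlapped H3K27me3 in 0.612% ± 0.451 of cases (SD, n = 4), 0.125-fold the random overlap.

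**Figure D4:**
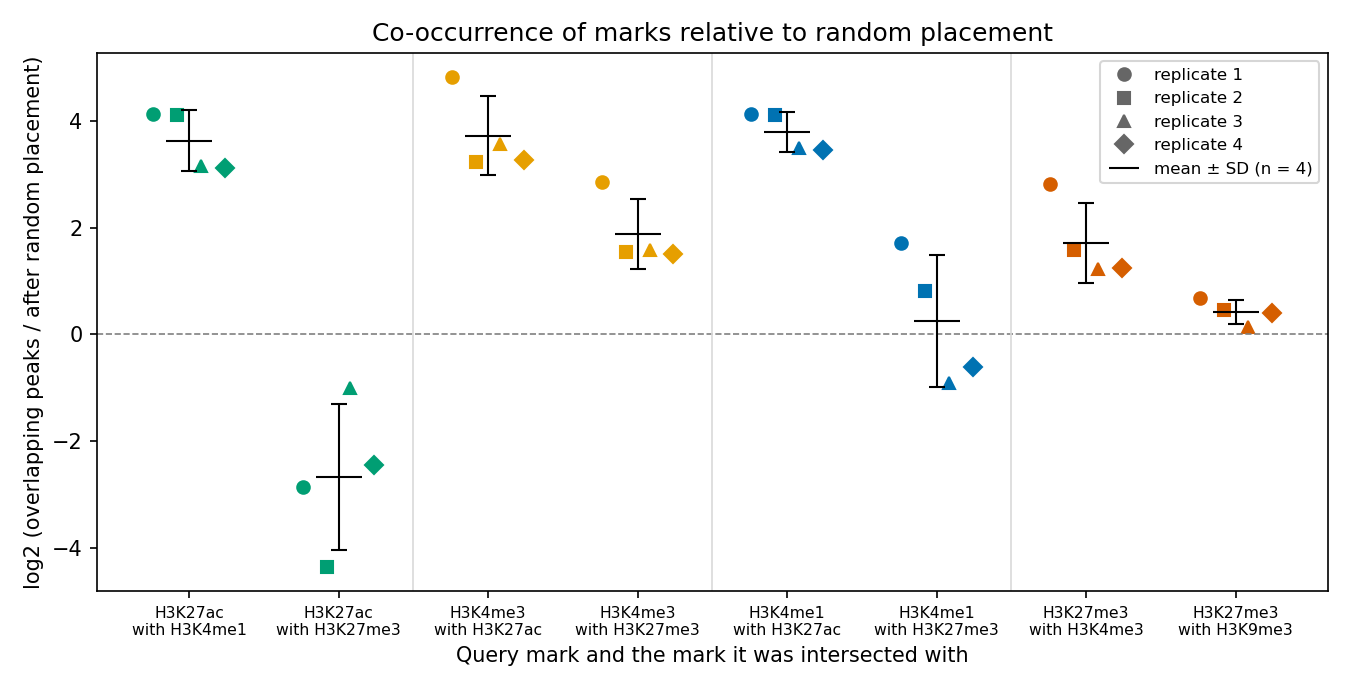
Overlapping peaks relative to random placement (log2), for the 8 pairs of marks compared; points are libraries, symbols mark replicate numbers, and black lines show the mean ± SD of 4. H3K27ac peaks overlapped H3K4me1 more often than random placement in all 4 libraries (12.3-fold) and H3K27me3 less often in all 4 (0.157-fold).

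The longest regions covered in all 4 libraries of a mark were named by position, since no gene annotation was used; the build of these positions is not stated. For H3K79me2 they were chromosome 16 from 38089753 to 38185111, where 93829 ± 958 bp were covered (SD, n = 4), and chromosome 6 from 133986959 to 134062681, with 74919 ± 1136 bp. For H3K4me1 they were chromosome 15 from 77643193 to 77668673 (22969 ± 1511 bp) and chromosome 14 from 26282362 to 26303911 (19127 ± 2446 bp). The H3K27me3 regions were chromosome 3 from 87998336 to 88024538 (23750 ± 2332 bp) and chromosome 19 from 44806255 to 44832155 (23829 ± 2757 bp), and neither held a peak of H3K27ac, H3K79me2 or H3K9me3 in any library. Both held H3K4me1 peaks in 4 of 4 libraries, and they held H3K4me3 peaks in 3 and 4 of 4 libraries, respectively. The H3K27ac regions lay on chromosome 2, from 152606421 to 152621976 (14582 ± 1169 bp) and from 38380627 to 38393433 (10978 ± 2115 bp). For H3K9me3 they were chromosome 10 from 81513620 to 81529197 (14033 ± 1187 bp) and chromosome 7 from 13422567 to 13437084 (14107 ± 400 bp), and both also held H3K4me3 and H3K79me2 peaks in 4 of 4 libraries. For H3K4me3 they were chromosome 5 from 143576408 to 143582866 (5608 ± 1692 bp) and chromosome 18 from 75527318 to 75533135 (5384 ± 868 bp).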

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

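In this part, the tests of a short fragment length for H3K27ac replicate 2, of a wrong label for H3K4me3 replicate 1, of fragment length for peak width and of covered length for the overlap of H3K27ac with H3K27me3, and the comparisons with other H3K27ac libraries for a mixture and with 19 other libraries for carry-over, were chosen only after the result was seen. In 60 groups of 4 libraries (peak number, covered length, median width, similarity within a mark, shared regions, and the 30 overlaps between marks), the most distant library was set against the other 3, and 12 groups had a library beyond Dixon's 95% critical value. Chance gives about 1 in 20 groups, which is 3 of 60, and several of the 12 share the same library. The labels give no group within a mark, so no biological explanation was tested for any of them.

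The mean Jaccard index of H3K4me3 replicate 1 with the other H3K4me3 libraries was 0.0763, against 0.483 to 0.490 for the others. A wrong label would place its peaks outside H3K4me3 regions, but 69.3% of them lay in regions shared by the other 3 H3K4me3 libraries. The next mark reached 33.4%, but regions of another mark had to be covered in all 4 of its libraries, a stricter reference. Against single libraries of replicate 1, 54.2% of the peaks overlapped H3K79me2 and 41.2% overlapped H3K27ac. H3K4me3 replicate 1 touched 38.5% of the 12546 regions that the other 3 shared. The regions it touched scored higher in replicates 2, 3 and 4 than those it missed in at least 75.9% of pairs of regions, where 50% would show no relation. A weaker detection in this library, through depth or enrichment, is a candidate explanation, and depth and enrichment cannot be separated without read counts.

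The median width of H3K27me3 replicate 3 was 1487 bp, against 337 to 455 bp in the other H3K27me3 libraries. Its smallest peak was 323 bp, against 82 to 117 bp in the others. After subtracting the mean of each mark, log2 smallest and log2 median width rose together over the 24 libraries (Pearson's r 0.929, permutation p 0.0004; Spearman's rho 0.909, permutation p 0.0002), and r was 0.907 without the 2 libraries farthest from the median. Without that subtraction the lists fell into 2 sets by their smallest width, 51 to 118 bp in 15 libraries and 207 to 568 bp in 9, and the correlation was also taken within each set, where its range is narrower. Within the 15 libraries r was 0.386 (permutation p 0.153; rho 0.386, permutation p 0.159), and r was 0.543 without the 2 libraries farthest from the median. Within the 9 libraries r was 0.777 (exact permutation p 0.0146; rho 0.783, exact permutation p 0.0172), and r was 0.941 without the 2 farthest. The p-values are two-sided and unadjusted, and both sets mix marks. The smallest peaks of a list can reflect the fragment length used in calling, and this setting may explain part of the differences in width within marks. Wider marked regions could raise both widths too, so a calling setting and a true difference in width cannot be told apart.

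Of H3K27ac replicate 2 peaks, 82.7% overlapped H3K79me2 peaks of the same replicate number, against 36.4% to 43.0% in the other H3K27ac libraries. H3K79me2 material mixed into this library would place its bases in H3K79me2 regions free of H3K4me1, H3K4me3 and other H3K27ac peaks. They lay there 14.7 times more often than the share of the genome gives, against at most 2.26 times in any H3K27me3 or H3K9me3 library. Those are repressive marks, which makes them weak comparators, and the regions exclude the peaks of the other H3K27ac libraries. With H3K27ac peaks left in the regions, the value was 14.8 for replicate 2 and 0.772, 1.59 and 1.56 for H3K27ac replicates 1, 3 and 4. These values follow in part from the overlap of 82.7% itself, and a library of H3K79me2 material alone would give them as well, so they do not single out a mixture. A library of H3K79me2 material alone was also examined. Of the regions shared by H3K27ac replicates 1, 3 and 4 and free of the other H3K79me2 libraries, H3K27ac replicate 2 touched at least 10.7%. Single H3K79me2 libraries touched 1.74% to 9.78%. These libraries covered 114.9 to 155.8 Mb in 29098 to 53360 peaks, against 22.1 Mb in 80030 peaks. The shares are therefore not directly comparable, and the margin between them does not decide. Of the 9487 regions free of all H3K79me2 libraries, H3K27ac replicate 2 touched 10.6%, against 3.57% with random placement. This does not decide either, because single H3K79me2 libraries also touched regions free of the others. A library of H3K79me2 material alone and a mixture cannot be told apart here. The shares are not comparable, and the H3K79me2 libraries were not set against random placement. Short fragments in peak calling would have affected H3K27ac replicate 1 alike, whose smallest peak was 68 bp against 55 bp. Yet 81.7% of its peaks lay in regions shared by replicates 3 and 4, against 33.5% for replicate 2. Against the regions shared by all 3 other H3K27ac libraries the shares were 20.9% and 16.7%, but that reference for replicate 1 contains replicate 2 itself. Of the explanations examined, a mixture and a wrong label thus stay open, and the label was kept as given. A difference between tumour types, lower enrichment and cross-reaction of the antibody were not tested.

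H3K9me3 replicate 4 stood apart in several overlaps within replicate 4. Of its peaks, 40.0% overlapped H3K4me1, against 0.117% to 0.459% in the other H3K9me3 libraries, 37.0% overlapped H3K27ac (0.164% to 4.22% in the others) and 36.3% overlapped H3K79me2 (5.96% to 7.03%). The reverse overlaps were apart as well. H3K9me3 peaks were met by 4.41% of H3K4me1 peaks (0.0172% to 0.0363% in the other replicates), 6.43% of H3K27ac peaks (0.0260% to 0.697%), 4.87% of H3K79me2 peaks (0.633% to 1.28%) and 10.6% of H3K4me3 peaks (2.80% to 3.09%). Weak peaks near the caller's limit do not account for all of it. Among the peaks at or above the median score over all libraries, 20.6% still overlapped H3K4me1, against at most 0.602% in the other H3K9me3 libraries. The peaks on H3K4me1 did score lower, with a median of 63.4 against 79.9 elsewhere in the same list. Reads carried over from the H3K4me1 replicate 4 library would favour H3K4me1 peaks of replicate 4 that replicate 3 lacks over those of replicate 3 that replicate 4 lacks. Outside the other H3K9me3 libraries, the peaks fell on the former 1.78 times more often per Mb (27.4 against 15.4 peaks per Mb). Of the same 7440 peaks, 59.9% lay on H3K4me1, 55.1% on H3K27ac and 50.1% on H3K79me2 peaks of replicate 4, and the shares on the replicate 3 libraries were nearly as high, at 54.2%, 52.7% and 49.3%. The shares on the replicate 1 libraries were lower, at 30.4%, 21.2% and 41.6%, as were those on replicate 2, at 39.8%, 28.2% and 44.8%. These shares do not allow for covered length. The H3K4me1 libraries covered 15.5, 25.0, 46.8 and 55.6 Mb in replicates 1 to 4, and the H3K27ac libraries 20.0, 22.1, 115.6 and 113.3 Mb. The lower shares on these 2 marks can thus follow from shorter coverage. The H3K79me2 libraries, at 140.9, 155.8, 142.7 and 114.9 Mb, did not follow that order. Taking all peaks, the ratio between both kinds of H3K4me1 peaks was 1.64 for H3K9me3 replicate 4 and 0.301 to 1.04 for the 19 libraries of other marks or other H3K9me3 replicates. The ratio is in line with carry-over, but most of these peaks lie in regions that replicate 3 shares, so signal from active chromatin in general also stays open.

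The share of H3K9me3 replicate 3 peaks in regions shared by the other 3 H3K9me3 libraries was 36.5%, against 14.1% to 17.5%. Replicate 3 had the fewest peaks, 5224. When every H3K9me3 library was reduced to that number, the share was 31.4% for replicate 3 and at most 24.3% for the others. The gap narrowed and did not close, so the size of the set and another cause cannot be told apart from these 4 lists.

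Of H3K27ac replicate 3 peaks, 3.40% overlapped H3K27me3, against 0.0712% to 0.597% in the other replicates. H3K27me3 replicate 3 covered 102.5 Mb, more than the other H3K27me3 libraries. Relative to random placement, which allows for that length, the overlap was 0.495-fold, against 0.0488 to 0.183 in the others. It stayed the highest, but was no longer beyond Dixon's critical value, so the longer coverage and another cause cannot be told apart. The overlap was below that of random placement in all 4.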

How the results depend on the processing

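The alternatives without the H3K27ac replicate 2 library, without the H3K4me3 replicate 1 library, and on autosomes for the width comparisons, and all alternatives for group means, overlap percentages and longest regions, and the share of bases covered in all libraries of a mark with a replicate number left out, were chosen after seeing the data. The results that answer a comparison had 123 values under alternatives, and 121 kept the direction of the main value. The exceptions were the overlap of H3K27me3 with H3K4me3 against H3K9me3 and the width of H3K27me3 against H3K27ac, a difference that was never past the threshold. Some of the 121 could not differ, because adding or removing the replicate block changes the test and keeps the value. For the overlaps, leaving out the H3K27ac replicate 2 or H3K4me3 replicate 1 library repeated the value without that replicate number. Of the 123 values, 64 had no test and 23 had a sign-flip test that cannot pass 0.05, so these say nothing about significance. Of the other 36, 5 had an unadjusted exact permutation p under 0.05 where the main test had not. These were 4 overlaps without a replicate block, a test that does not suit values from shared query libraries, and the width of H3K79me2 against H3K27ac with equal numbers of peaks (log2 difference 1.96, exact permutation p 0.0286, adjusted 0.0857). In 1 the unadjusted exact permutation p rose above 0.05, for the number of H3K4me1 against H3K4me3 peaks at or above the median score (0.0571, adjusted 0.229). The 8 comparisons between marks passed an adjusted 0.05 under none of the alternatives tested. Too few of them reached the smallest possible p for any to pass, so this is no evidence that differences were absent.

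The reversed value was the overlap of H3K27me3 peaks with H3K4me3 against H3K9me3, which was -0.22 (log2) with the 5224 best-scored peaks of each library, from 1.29 with all peaks, and 0.64 when 50% of the query peak had to overlap; the cause was not tested. The overlap of H3K27ac with H3K4me1 against H3K27me3 had no value with 5224 peaks, because 1 library had 0 overlaps with H3K27me3.

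The main co-occurrence comparisons paired libraries by replicate number. Whether the numbers pair the libraries was checked by the correlation of their deviations from the mark means in the density of peaks along the genome (537 bins of 5 Mb). Over the 60 pairs with the same number the median was 0.0636, from -0.180 to 0.432, and 25 were above 0.1; over 180 pairs with different numbers the median was -0.0172. The difference of the medians was not tested. Deviations from a mark mean cancel out over its libraries, so the value for different numbers is tied to that for the same number. It is no independent reference. Because many of the pairs lay under 0.1, and the labels do not say that a number marks one tumour, the numbers were not taken to pair the libraries. The cut of 0.1 was not set against a random pairing, so the check does not exclude pairing. With no replicate block, the 4 log2 ratios were unchanged at 6.30, 1.85, 3.54 and 1.29, and each had an exact permutation p of 0.0286 in place of 0.125, because 4 against 4 values have more arrangements than 4 sign flips. Both ratios of a comparison come from the same 4 query libraries, so they are paired by library whatever the replicate numbers mean. The test without the block treats them as independent, and its p-values are no evidence beyond the sign-flip test. With the replicate block, the 8 comparisons between marks kept their values, 2.22 for H3K4me1 against H3K4me3 in number among them, and the smallest exact sign-flip p was 0.125, which cannot pass 0.05.

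Leaving out each replicate number in turn left 3 libraries against 3. The smallest possible exact permutation p is then 0.1, so the comparisons between marks were not tested. The difference in peak number went from 2.12 to 2.41 for H3K4me1 against H3K4me3, from -0.80 to -0.27 for H3K27ac against H3K4me1 and from 1.96 to 2.44 for H3K27me3 against H3K9me3. The width of H3K27me3 against H3K27ac went from -0.58 to 0.33, and the sign changed without replicate 4. The width of H3K79me2 against H3K27ac went from 0.85 to 2.29 and that of H3K4me3 against H3K4me1 from 0.81 to 1.83. The covered length went from 0.39 to 1.29 for H3K4me1 against H3K4me3 and from -0.95 to -0.32 for H3K27me3 against H3K27ac. Without the H3K27ac replicate 2 library alone, the width of H3K79me2 against H3K27ac was 1.03, from 1.56. H3K27me3 against H3K27ac was then -0.75 in width, from -0.23, and -1.07 in covered length, from -0.69. Both values lay outside the ranges given above. The similarity difference went from 0.244 to 0.336, and its permutation test was not run with a replicate number left out.

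Of the other values, 360 moved by less than the spread between replicates and 72 by more. Leaving out a replicate number cannot shift a group mean or a mean overlap percentage by as much as that spread. Such values counted as unmoved whatever the data, so they say nothing about stability. The counts of 360 and 72 also include the share of bases covered in all libraries of a mark. That share has a single value per mark and no replicate spread, so the counts do not show whether it was stable. Of the 72, 18 moved with equal numbers of peaks and 17 with peaks at or above the median score. Of the longest H3K79me2 region, 92218 bp were covered in all 4 libraries and 29209 bp with peaks at or above the median score. The planned comparisons of promoter and gene body shares and the gene panel, with their alternatives, were not run, because no annotation of the build of the files was used. The unknown depth limits every comparison of peak number and covered length.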

Other observations

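The test of signal with every antibody in H3K9me3 regions and the chromosome Y overlaps of marks other than H3K4me3 were chosen only after the result was seen.

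The 1005 regions covered in all 4 H3K9me3 libraries were often called for H3K4me3 as well, a mark of active promoters. H3K4me3 libraries touched 14.6%, 28.6%, 25.5% and 52.9% of them in replicates 1 to 4. Chance does not account for this. The overlap was at least 12.4-fold that of randomly placed regions in each of the 4 libraries, where at most 34 of the regions were touched in any placement. Regions that give signal with every antibody would be called for the other marks alike. The mean share touched was 30.4% for H3K4me3 and at most 5.37% for H3K4me1, H3K27ac and H3K27me3, and the highest H3K4me1 library reached 0.597%. The exceptions to a clean separation were H3K27ac replicate 2, which at 18.1% lay above the 14.6% of H3K4me3 replicate 1, and the H3K79me2 libraries, with a mean of 11.2%. H3K4me3 and H3K9me3 on the same regions, in the same cells or in different ones, may explain the overlap, as a hypothesis; no biological explanation was tested. Repeated sequence, cross-reaction of an antibody and copy number were not tested.

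Same-mark sets could be more alike only because marks differ in their number of peaks. With equal numbers of peaks the difference between same-mark and different-mark pairs was 0.243, so set size was not the cause of the whole difference.

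Chromosome Y carried H3K4me3 peaks in libraries of all 4 replicate numbers, with 5, 4, 10 and 5 peaks in replicates 1 to 4. The same held for H3K79me2 (32 peaks), H3K9me3 (54) and H3K27ac (8), while H3K4me1 had 3 peaks in 1 library and H3K27me3 had 0. Reads misplaced at random from other chromosomes would fall at scattered positions. Of the 24 H3K4me3 peaks, 18 (75.0%) overlapped a peak of another replicate number, and 1 region was shared by all 4. The share was 84.4% for H3K79me2, 63.0% for H3K9me3 and 75.0% for H3K27ac. Reads misplaced at repeated sites would recur at the same positions, so misplaced reads and signal from the chromosome cannot be told apart by this overlap. The sex of the animals is not in the labels, and no biological explanation was tested. H3K4me3 replicate 1 also held 1 peak on the mitochondrial chromosome, the only one in the 24 lists.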
